A study of Mus musculus with 10 samples.

How the data were processed

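The series profiled RNA metabolism in cultured mouse cortical neurons, comparing wild-type cells with cells that lack Fmr1, the gene silenced in fragile X syndrome, which encodes the RNA-binding protein FMRP. Per the labels' protocols, cortices were taken at embryonic day 18 and neurons were kept for 14 days in vitro. RNA was labelled with 200 µM 5-ethynyluridine (5-EU), a uridine analogue that is built into new transcripts, for 20 or 60 min. Fragmented RNA was coupled to biotin by click chemistry and pulled down, so that new transcripts were enriched. Labelled fly RNA and unlabelled yeast RNA were each added at 10% by weight as spike-ins.

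The 10 samples fell into 6 groups by the titles in the labels. Each genotype had 2 labelled libraries (1 of 60 min, called replicate 1, and 1 of 20 min, called replicate 2), 2 input libraries and 1 pull-down of unlabelled RNA. The labels list input replicate 1 and the pull-downs as sources of the rate tables, and do not list input replicate 2.

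The authors deposited 1 table of synthesis, processing and degradation rates for the 4 labelled libraries, named for INSPEcT per the labels. INSPEcT estimates these rates from new and total RNA and from its intronic and exonic parts. The rates are linear values of 0 or above, and neither labels nor headers state their time unit, the use of the spike-ins, the aligner, the genome build or the annotation. Synthesis, processing and degradation rates are printed here in the units of that table. Read counts were not used here, so the depth behind each rate is unknown, and no counting interval is given.

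The authors also deposited 3 tables of knockout against wild type, 1 per rate. Per the file headers, these hold log2 fold changes and mean log2 rates as limma writes them. The same deposited tables hold limma p-values with adjusted p-values, and 2 columns of score values, the moderated statistic and the log odds, which were not used further. The sign and base of the deposited log2 changes were read from a comparison with the rate table. The design, filter and version behind them are not stated in the headers. No column of per-sample values was left unused (0 columns).

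For each rate, genes with a finite rate above 0 in all 4 labelled libraries were kept, log2 was taken without a pseudocount, and knockout was compared with wild type by limma (version 3.58.1 in R 4.3.3). The fit used lmFit and eBayes without a trend, a two-sided moderated test and Benjamini-Hochberg adjustment over the genes tested, with a threshold of 0.05. The labelling times of a genotype are its only 2 rate estimates and stood as its 2 replicates. The fit, the lists, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were Fmr1 and, for each rate, the 3 largest rises and the 3 largest falls among genes with adjusted p under 0.05 that changed the same way at both labelling times. Predicted (Gm, Rik) and mitochondrially encoded genes were passed over.

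The pairing of libraries by labelling time comes from the labels, which give both genotypes the same times. Across genes, the difference between the 20 and 60 min libraries in wild type correlated with that in the knockout, with Spearman rho of 0.735 for synthesis, 0.735 for processing and 0.652 for degradation. A fit with labelling time as a replicate block was therefore printed beside results whose calls it changed.

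The other alternatives were centring each library on its median log2 rate, quantile normalization, the block with centring, and leaving out genes whose mean log2 rate lay at or under the 25th percentile. Further alternatives were a pseudocount at the 10th percentile of the rates (0.0462 for degradation, 0.332 for synthesis and 2.00 for processing), eBayes with a trend, a threshold of 0.01, the authors' deposited tables, and leaving out each labelled library in turn. Leaving out a library leaves 1 in that genotype, so only values were taken from those settings.

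Of 8 gene lists, 5 had at least 5 genes and were tested with camera at a preset correlation of 0.01, adjusted over the 15 pairs of list and rate. The FMRP-bound list was recalled from crosslinking studies and is incomplete. The astrocyte, oligodendrocyte lineage and neuron marker lists had 1 gene each in the degradation rate fit and were not tested.

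Codon content came from GENCODE M21 on GRCm38, matched by gene symbol, using the protein-coding transcript with the longest coding sequence per gene. Of the 5716 genes tested for degradation rate, 5549 (97.1%) had a coding sequence. GC3 is the percentage of G or C at the third position of codons. A codon stability coefficient is the Pearson correlation across genes between a codon's frequency and log2 half-life, taken as minus log2 degradation rate. Correlations across genes carry no p-value, since genes are not independent replicates. Coordinates are those of GRCm38, which may differ from the build used for the deposited tables.

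A set of alternatives was chosen after seeing the data. Fits were repeated on the genes tested in the deposited tables, and without genes more than 10 log2 units from a library median. Degradation rates were also corrected by removing a spline trend with transcript GC content (4 degrees of freedom) from each library. Finally, knockout rates were recomputed as synthesis rate over a solved RNA level. In the first solution, the knockout synthesis rate was written as degradation rate times level plus an offset, and the 20 and 60 min libraries gave both unknowns. It used 4386 genes whose 12 rates lay above 0 and under 1000 and whose knockout synthesis rates differed between times by a relative 0.05 or more. In the second solution, the offset was set to the difference in total RNA level between the genotypes, and the level was solved in each library, on 5069 genes.

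The limma step was tested on simulated data with the spread of the real rates. With 200 genes changed by 6 log2 units, it recovered 190 of 200 among 5716 genes for degradation, 189 among 5794 for synthesis and 189 among 5082 for processing. With changes of 3 log2 units it recovered 0 for degradation, 0 for synthesis and 51 for processing. With no gene changed it made 0 calls for each rate. Simulated levels were recovered by the first solution, and the codon, partial correlation and GC steps returned the values put in. Summaries used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures matplotlib 3.10.9.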

Results

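Metabolic rates of RNA were estimated in cultured cortical neurons of wild-type and Fmr1-knockout mice by 5-EU labelling for 20 or 60 min. The rate table held 8590 genes with a synthesis, a processing and a degradation rate in each of 4 labelled libraries, 2 per genotype. Depth per library is not given in the table, so the precision of single rates could be judged only from the difference between labelling times. The design asks whether loss of Fmr1 changes the rates at which transcripts are made, processed and degraded.

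Estimates were more often missing in the knockout. A degradation rate above 0 was listed for 7938 genes at 20 min and 7969 at 60 min in wild type, and for 6381 and 6165 genes in the knockout. Of the genes with degradation rates in both wild-type libraries, 1546 (19.5%) had none in either knockout library. The converse held for 168 genes (2.84% of those with rates in both knockout libraries). The median degradation rate was 0.111 at both times in wild type, 0.190 at 20 min and 0.195 at 60 min in the knockout. Median synthesis rates were 1.06 and 1.02 in wild type and 1.19 and 1.08 in the knockout, at 20 and 60 min. Median processing rates were 7.37 and 7.25 in wild type and 6.30 and 5.85 in the knockout. A few estimates were extreme: the largest degradation rate was 1.44e+12, in the wild-type 20 min library. Degradation rates over 1000 were listed for 3 genes in each 20 min library. At 60 min there were 12 such genes in wild type and 8 in the knockout.

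The spread within a genotype was taken between its 2 labelling times. The median SD over genes was 0.45 log2 units in wild type and 0.26 in the knockout for degradation rate, 0.45 and 0.42 for synthesis rate, and 0.45 and 0.43 for processing rate. Across genes, the degradation rates of the 2 wild-type libraries correlated with rho = 0.731 and those of the 2 knockout libraries with rho = 0.871. Between genotypes rho was 0.261 at 20 min and 0.376 at 60 min. Synthesis rates ranked genes alike in both genotypes, with rho of 0.884 at 20 min and 0.972 at 60 min, above the rho of 0.758 between the labelling times in wild type.

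Fmr1 (chromosome X, 68678541 to 68717963, plus strand, GRCm38) was examined first, as the targeted gene. Its degradation rate was 0.0774 at 20 min and 0.0672 at 60 min in wild type, against 2.58 and 2.66 in the knockout. These correspond to 0.0723 ± 0.00722 (SD, n = 2) and 2.62 ± 0.0591 (SD, n = 2). The log2 change was 5.18 (SE 0.319, adjusted p = 0.0235 by limma), higher at both labelling times. The synthesis rate of Fmr1 was not lower in the knockout: it was 0.810 and 0.692 in wild type and 2.06 and 1.56 in the knockout, a log2 change of 1.26 (SE 0.404) with a limma adjusted p of 1.00. A processing rate was listed only at 60 min, 4.34 in wild type and 4.72 in the knockout. The ratio of synthesis to degradation rate of Fmr1 was 10.5 and 10.3 in wild type, against 0.800 and 0.586 in the knockout. The authors' deposited table gave no test of the degradation rate of Fmr1, and gave a log2 change of 1.26 for its synthesis rate.

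Degradation rates were compared in 5716 genes. The median log2 change was 0.65, with 0.73 at 20 min and 0.58 at 60 min, and 3891 genes (68.1%) lay above 0. By limma, 1321 genes had an adjusted p under 0.05, 1174 of them higher and 147 lower in the knockout, and 2465 genes had an unadjusted p under 0.05. With labelling time as a block, 2741 genes passed, 2183 higher and 558 lower, and the 1321 genes were all among them. The wild-type libraries share their ratio of synthesis to degradation rate in 93.4% of genes, so these counts are no full measure of replication. Among the settings fixed beforehand, the count was highest with this block (2741) and lowest at a threshold of 0.01, at which 0 genes passed. The excess of higher calls depended on the scaling between libraries. Centring removed a shift of 0.86 log2 units and left 92 calls, 32 higher and 60 lower, all of them among the 1321. The number of genes with an unadjusted limma p under 0.05 fell far less, from 2465 to 2085. Many genes thus lay close to the adjusted threshold. Quantile normalization gave 360 higher and 236 lower calls, and the block with centring gave 792 higher and 1278 lower. Recomputed over a solved RNA level, an alternative chosen after seeing the data, the knockout rates gave 5 calls in 4386 genes, against 1122 for the deposited rates of the same genes.

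**Figure D1:**
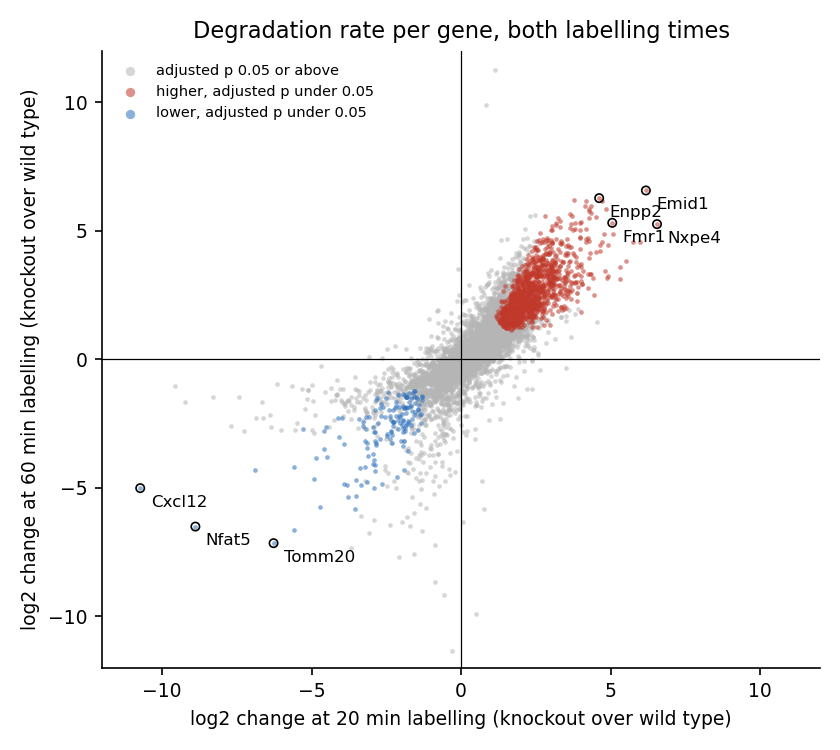
Log2 change of the degradation rate (knockout over wild type) at 20 min labelling (x axis) and 60 min labelling (y axis), 1 point per gene. Red and blue points are the 1174 higher and 147 lower genes with a limma adjusted p under 0.05, circles mark the named genes, 5700 genes are drawn and 16 lie outside the axes. The Spearman rho of 0.883 across genes between the changes at both times is no measure of replication, since the wild-type libraries share their ratio of synthesis to degradation rate in 93.4% of genes.

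**Figure D2:**
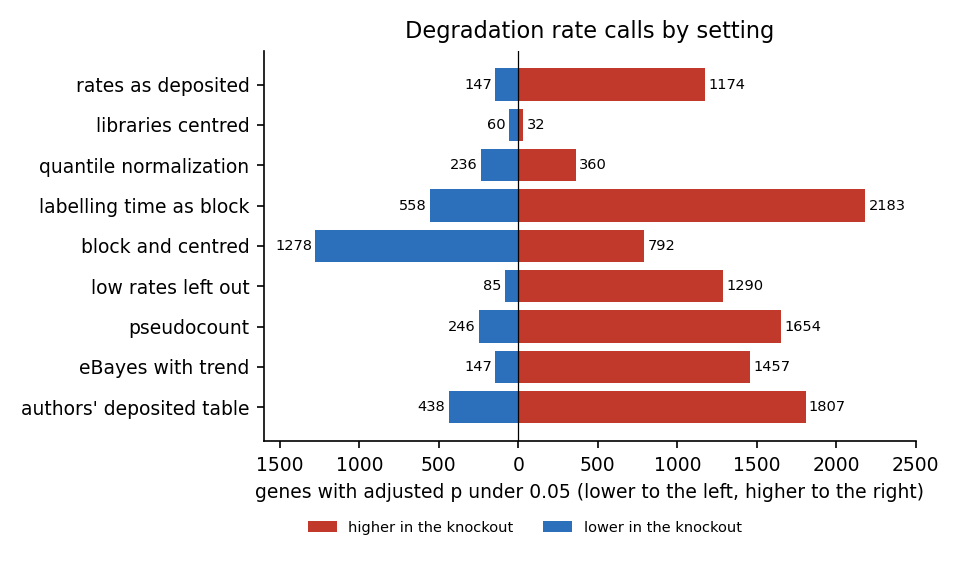
Number of genes with an adjusted p under 0.05 for degradation rate under each setting, with genes higher in the knockout drawn to the right (red) and lower genes to the left (blue). Higher calls outnumber lower calls 1174 to 147 with the rates as deposited, and lower calls outnumber higher ones after centring (60 to 32) and with the block and centring (1278 to 792).

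The 3 largest rises under the rule for named genes were in Emid1, Nxpe4 and Enpp2. Emid1 (chromosome 11, 5106265 to 5152257) rose from 0.0115 ± 0.00280 to 0.938 ± 0.0555 (SD, n = 2 per genotype), a log2 change of 6.38 (SE 0.357, limma adjusted p = 0.0235). Nxpe4 (chromosome 9, 48162023 to 48400025) rose from 0.0455 ± 0.0358 to 2.30 ± 0.570, a log2 change of 5.91 (SE 0.709, limma adjusted p = 0.0235). Enpp2 (chromosome 15, 54838901 to 54952892) rose from 0.0214 ± 0.0155 to 0.801 ± 0.00709, a log2 change of 5.44 (SE 0.634, limma adjusted p = 0.0235). Centring raised the limma adjusted p of Nxpe4 and Enpp2 to 0.0502, and quantile normalization that of Nxpe4 to 0.0559. With labelling time as a block and centring, the limma adjusted p of Nxpe4 and Enpp2 was 0.0296.

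The 3 largest falls were in Cxcl12, Nfat5 and Tomm20, none of which the authors' deposited table tested. Cxcl12 (chromosome 6, 117168535 to 117181367) went from 0.730 ± 0.575 to 0.00535 ± 0.00662, a log2 change of -7.87 (SE 1.49, limma adjusted p = 0.0330). Nfat5 (chromosome 8, 107293470 to 107379517) went from 0.109 ± 0.00341 to 0.000724 ± 0.000706, a log2 change of -7.70 (SE 0.886, limma adjusted p = 0.0235). Tomm20 (chromosome 8, 126930667 to 126945844) went from 12.9 ± 3.59 to 0.136 ± 0.0894, a log2 change of -6.71 (SE 0.615, limma adjusted p = 0.0235). Centring raised the adjusted p of Cxcl12 to 0.0517, quantile normalization that of Tomm20 to 0.159, and the eBayes trend that of Nfat5 to 0.394 (limma). With labelling time as a block and centring, the limma adjusted p of Cxcl12 was 0.0337.

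For these 6 genes the change was smaller once knockout rates were recomputed with the offset set to the level difference, an alternative chosen after seeing the data. It was then 1.13 for Emid1, 3.18 for Nxpe4, 0.11 for Enpp2, -1.23 for Cxcl12 and -4.81 for Tomm20, and Nfat5 changed sign to 0.33. The recomputed changes of Emid1 differed in sign between labelling times (2.66 at 20 min and -0.41 at 60 min), as did those of Enpp2 (-1.10 and 1.31). The wild-type level enters this solution and draws the knockout level toward it, so a smaller change was favoured by construction. The first solution, made without the wild type, gave close values for Emid1 (2.67 and -0.39) and Enpp2 (-1.21 and 1.20). Its values were also close for Nxpe4 (2.63 and 3.72) and Tomm20 (-4.88 and -4.70). It gave none for Cxcl12 and Nfat5.

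Synthesis rates were compared in 5794 genes, of which 0 had a limma adjusted p under 0.05 and 18 an unadjusted p under 0.05. The count stayed at 0 under each alternative fitted for synthesis rate (the GC trend was removed from degradation rates only), and with labelling time as a block 266 genes had an unadjusted p under 0.05. The median log2 change was -0.03, with 0.04 at 20 min and -0.08 at 60 min. Leaving out the knockout library of replicate 1 moved this median to 0.07.

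Processing rates were compared in 5082 genes, with 0 calls by limma and 783 genes at an unadjusted p under 0.05. The median log2 change was -0.36, lower at both labelling times (-0.29 at 20 min and -0.44 at 60 min), and 3561 genes lay below 0. With labelling time as a block, 1300 genes passed, 318 higher and 982 lower in the knockout. Centring removed a shift of -0.35 log2 units. With the block and centring, 688 genes passed, 363 higher and 325 lower. The ratio of synthesis to processing rate was the same at both labelling times in all 7055 wild-type genes. In the knockout it differed by a median of 0.0228 log2 units. Once the block takes up the difference between times, little replicate error is left, so these counts are no measure of replication.

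The authors' deposited table for degradation rate tested 6182 genes and had 2245 with an adjusted p under 0.05, 1807 higher and 438 lower in the knockout. At 0.01 it had 688 higher and 60 lower. In the authors' deposited tables for synthesis rate (6481 genes) and processing rate (5930 genes) 0 genes passed, with 23 and 857 genes at an unadjusted p under 0.05. The log2 changes of the authors' deposited table for degradation correlated with those fitted here at rho = 0.990 over 5641 shared genes, and 1273 of the 1321 calls made here were also calls there. The deposited table tested 541 genes that lacked 1 or more of the 4 degradation rates, and did not test 75 genes that had all 4.

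The 3 rates of a library were not independent of each other. The ratio of synthesis to degradation rate at 20 min equalled that at 60 min to within 0.001 log2 units in 7389 of 7914 wild-type genes (93.4%), and in 16 of 5901 knockout genes (0.271%). The ratio of synthesis to processing rate was within the same limit in all 7055 wild-type genes and in 305 of 5253 knockout genes (5.81%). The 2 wild-type degradation rates of a gene thus shared 1 ratio and differed only as the synthesis rates did. Their agreement is no independent measure of replicate error. Between genotypes, the median absolute difference of the ratio of synthesis to degradation rate was 1.08 log2 units at 20 min and 1.11 at 60 min.

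**Figure D3:**
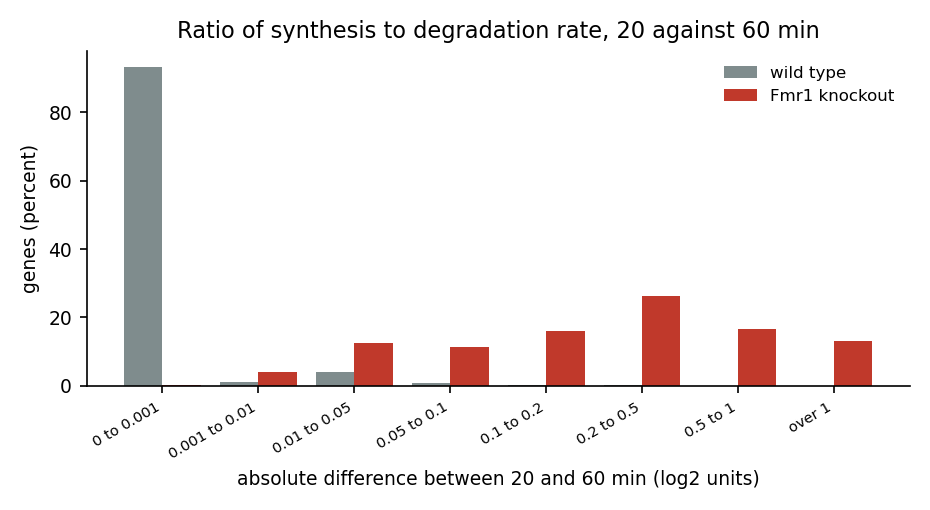
Percentage of genes (y axis) by the absolute log2 difference between 20 and 60 min in their ratio of synthesis to degradation rate (x axis), for wild type (grey) and Fmr1 knockout (red). In wild type 93.4% of genes differ by under 0.001 log2 units, and in the knockout 0.271% do.

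Concordance of the rate changes was examined across genes. The log2 change of the synthesis rate correlated with that of the processing rate at rho = 0.336 (5076 genes) and with that of the degradation rate at rho = 0.0628 (5704 genes), and the changes of processing and degradation rate correlated at rho = 0.115 (5082 genes). For the difference between labelling times within wild type, the same 3 correlations were 1.00, 1.00 and 1.00, which the shared ratios fix by construction, and within the knockout 0.996, 0.900 and 0.898. For synthesis and degradation, rho was 0.467 without the 20 min wild-type library, 0.414 without the 60 min knockout library and 0.0106 without the 20 min knockout library.

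Of the 15 pairs of gene list and rate, 2 had an adjusted p under 0.05 by limma's camera, both for degradation rate. The 12 immediate-early genes had a median log2 change of -0.32, lower at both labelling times, against the general rise (adjusted p = 0.0492). The 137 zinc finger protein genes had a median change of 0.25, a smaller rise than that of all genes (adjusted p = 0.0492), which was -0.61 relative to the shift that centring removed. Neither held under fry (adjusted p of 0.357 and 0.855), an estimated correlation (0.994 for both) or labelling time as a block (0.0904 for both). Without the 20 min wild-type library, the zinc finger median was -0.10 and the immediate-early median -0.61. Without the 60 min knockout library these were 0.02 and -0.68. The zinc finger median moved the other way without the 60 min wild-type library (0.44) and without the 20 min knockout library (0.42). The immediate-early median was then -0.32 and -0.36. Of the 12 immediate-early genes 0 were calls over all genes tested and 0 adjusted over the list alone, and of the zinc finger genes 19 and 10.

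The 12 FMRP-bound mRNAs had a median degradation rate change of 1.47 (camera adjusted p = 0.314, limma), with 3 calls over all genes and 4 adjusted over the list alone. The 31 oxidative phosphorylation genes had a median of 1.41 (adjusted p = 0.314), with 10 and 12 calls, and the 26 ribosomal protein genes 1.06 (adjusted p = 0.489), with 9 and 9. Relative to the shift of all genes these medians were 0.61, 0.55 and 0.20. At 20 min the centred ribosomal median was below 0 (-0.25), and without the 60 min wild-type library the ribosomal median was 0.41 and the oxidative phosphorylation median 0.83. No list differed in synthesis or processing rate by camera, where the smallest limma adjusted p was 0.314. The processing rate medians of the FMRP-bound mRNAs (-0.38) and immediate-early genes (0.26) changed sign without the 60 min knockout library, to 0.30 and -0.0359. Both also changed sign without the 20 min wild-type library, to 0.15 and -0.0614. They kept their signs without the 60 min wild-type library (-0.92 and 0.32) and without the 20 min knockout library (-1.02 and 0.26). The synthesis rate medians of the 5 lists lay near 0. Without the 60 min knockout library they changed sign for ribosomal (0.24), oxidative phosphorylation (0.43), FMRP-bound (0.46) and zinc finger genes (-0.16). Without the 20 min wild-type library these medians were 0.17, 0.30, 0.29 and -0.28. They moved the other way without the 60 min wild-type library (-0.50, -0.41, -0.47 and 0.25). Without the 20 min knockout library they were -0.55, -0.30, -0.57 and 0.19. The astrocyte, oligodendrocyte lineage and neuron marker lists had 1 gene each with all rates and were not tested. Over the list alone, 2 ribosomal protein genes were called for processing rate and 0 genes of the other lists for processing or synthesis.

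The relation of codon content to stability was examined because codon choice has been linked to transcript half-life in vertebrate cells. Across 5549 genes, GC3 correlated with degradation rate at rho = -0.0854 and -0.179 in wild type (20 and 60 min) and at rho = 0.115 and 0.0752 in the knockout. The sign thus differed between genotypes in both libraries of each. The log2 change correlated with GC3 at rho = 0.20 for degradation, -0.375 for synthesis and 0.0178 for processing. Without the 60 min wild-type library rho for degradation was 0.144 and that for processing changed sign to -0.0731. For synthesis it was -0.0733 without the 20 min wild-type library and -0.124 without the 60 min knockout library. The GC content of the whole transcript correlated more strongly with the degradation rate change (rho = 0.310), as did that of untranslated sequence (rho = 0.290, 5435 genes). With knockout rates recomputed over a solved RNA level, rho with GC3 was -0.260 at 20 min and -0.257 at 60 min, the sign of the wild type.

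Codon stability coefficients of the 61 sense codons did not correlate between the genotypes (Spearman rho = -0.0485 across codons, slope -0.0113), and 37 codons had opposite signs. Within a genotype, the coefficients of the 20 and 60 min libraries correlated at rho = 0.813 in wild type and 0.900 in the knockout. Coefficients were above 0 for 20 of 31 codons ending in G or C and 10 of 30 ending in A or T in wild type. In the knockout this was reversed, with 8 of 31 and 25 of 30. The correlation between genotypes ranged in sign with the library left out, from -0.248 without the 20 min wild-type library to 0.156 without the 60 min one. With knockout rates recomputed over the solved level, rho was 0.979 (4309 genes), against -0.258 for the deposited rates of the same genes.

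**Figure D4:**
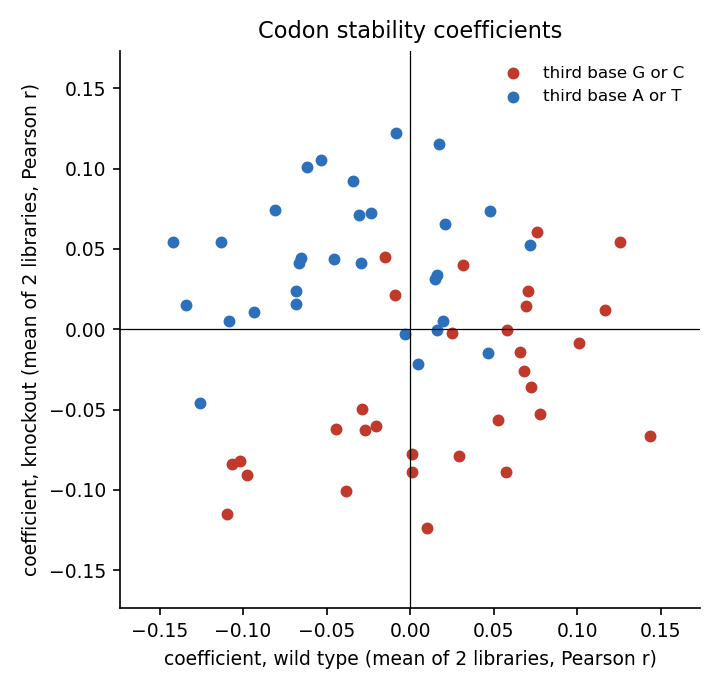
Codon stability coefficients (Pearson r across genes between codon frequency and log2 half-life) in wild type (x axis) and knockout (y axis), each the mean of 2 libraries, 1 point per sense codon. Codons ending in G or C (red) lie mostly below 0 in the knockout (8 of 31 above 0), and those ending in A or T (blue) mostly above 0 (25 of 30).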

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

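The tests in this part were chosen after the results were seen. The relation between GC3 and degradation rate was negative in both wild-type libraries and positive in both knockout libraries, and the mean rho of the knockout exceeded that of wild type by 0.227. No test of the difference itself was run. At a given GC content of the transcript, the partial rank correlation of GC3 with the degradation rate was above 0 in each library. It was 0.109 and 0.114 in wild type and 0.0289 and 0.0572 in the knockout (20 and 60 min). The difference in sign between the genotypes was thus absent at a given GC content. An effect of the third codon position, as distinct from base composition at large, is argued against. At a given GC content of the transcript the partial rank correlation of GC3 with the degradation rate change was -0.0563. The GC content of untranslated sequence correlated with that change at rho = 0.290, but with the knockout rates themselves at 0.0713 at 20 min and -0.0105 at 60 min, so the change of sign did not extend to it at 60 min. A candidate explanation lies in how the knockout rates were computed. The knockout rates recomputed without a term for a change of RNA level between the genotypes gave rho = -0.257 at 60 min, against 0.0426 for the deposited rates of the same 4309 genes. This return to the wild-type sign gives no separate support: solved levels and synthesis rates both rank genes much as in wild type, so their ratio had to follow the wild-type rate. The term and a biological difference between the genotypes in the way base composition relates to stability both stay open, and the latter was not tested.

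Synthesis rate changes had opposite directions at the 2 labelling times for 5 results, each close to 0. The median over all genes was 0.04 at 20 min and -0.08 at 60 min, a difference of -0.12. The 60 min minus 20 min difference of the list medians was -0.21 for ribosomal proteins, 0.0555 for oxidative phosphorylation, -0.0518 for immediate-early genes and -0.0990 for zinc finger proteins. None of these differences was tested, because each time has 1 library per genotype. A difference in scale between libraries may account for the general median. After centring, 3 of the 4 lists had opposite directions at the 2 times, but only oxidative phosphorylation kept its pattern, while immediate-early and zinc finger genes swapped directions. The amounts were small with no replicate to judge them against, so scale and a real effect of labelling time cannot be told apart here. No biological explanation was tested, since the design gives none for labelling time.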

How the results depend on the processing

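The count of genes with a changed degradation rate (1321) was within 1.5 times of its value with low rates left out, a pseudocount, an eBayes trend, the genes of the deposited table, or without extreme genes. It was 92 with each library centred, 596 with quantile normalization, 2741 with labelling time as a block, 2070 with the block and centring, 2245 in the authors' deposited table, and 0 at a threshold of 0.01, where 2465 genes had an unadjusted p under 0.05. With each library centred, 2085 genes had an unadjusted limma p under 0.05. The deposited calls fell from 2245 to 748 at 0.01. The share of higher calls was 88.9% with rates as deposited, 34.8% with centring, 60.4% with quantile normalization, 79.6% with the block, 38.3% with the block and centring and 80.5% in the deposited table. The split between higher and lower calls depends on the general shift, which centring removes by construction. Of the 92 calls under centring 92, and of the 596 under quantile normalization 493, were among the 1321.

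The following alternatives were chosen after seeing the data. Knockout rates recomputed over the level solved from both times gave 5 calls (73 genes at an unadjusted p under 0.05), and 3 with the block, against 1122 and 2278 with deposited rates of the same genes. With the offset set to the level difference there were 0 calls (78 at an unadjusted p under 0.05), and 2 with the block, against 1331 and 2674. With the trend with GC content removed there were 1429 calls, and 2721 with the block, against 1358 and 2806 with deposited rates of the same genes.

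The median log2 change of the degradation rate was 0.65. It was -0.20 with centring and -0.0646 with quantile normalization, both of which bring the libraries to a common level by construction, 0.83 with low rates left out, 0.48 with a pseudocount and 0.54 in the deposited table. It lay between 0.63 and 0.74 across the 4 settings that each left out 1 library. The processing rate median of -0.36 became -0.0139 with centring and -0.0120 with quantile normalization, and lay between -0.40 and -0.29 with 1 library left out. The synthesis rate median lay between -0.0391 and 0.0724, where the highest value came without the 60 min knockout library.

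Processing rate had 0 calls without a block in each alternative fitted for it. It had 1300 with labelling time as a block and 688 with the block and centring. On 5069 genes with recomputed knockout rates there were 958 calls with the block, against 1444 with deposited rates of these genes. The block changes these counts because the labelling times differ in the same direction in both genotypes. The counts with the block are no measure of replication, since the ratio of synthesis to processing rate hardly differed between times within a genotype. Synthesis rate had 0 calls in each setting fitted for it. The GC trend was removed from degradation rates only. The cause of the other changes was not tested.

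Fmr1 kept a higher degradation rate past the threshold of 0.05 in each fit where its result was read out (not those with recomputed rates or the GC trend removed), with limma adjusted p from 0.00918 to 0.0497. At 0.01 its change of 5.18 no longer passed. With 1 library left out its log2 change lay between 5.08 and 5.28 for degradation and between 1.06 and 1.46 for synthesis. Among the other 6 named genes, 46 of 58 results under the alternatives other than recomputed rates and the removed GC trend kept their direction and side of the threshold, 12 lost the threshold and 0 changed direction. With recomputed rates and the offset set to the level difference, none of the 6 passed without the block (0 calls), and Nfat5 changed sign to 0.33. Tomm20 passed there with the block, and Nxpe4 and Tomm20 passed with the level solved from both times. Cxcl12 and Nfat5 fell out of the fit when low rates were left out. Their changes, and that of Tomm20, had no value in the deposited table.

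The concordance of synthesis and processing changes was 0.531 with 20 min libraries alone and 0.310 with 60 min libraries alone. With 1 library left out it lay between 0.499 and 0.593, above the 0.336 for all libraries. For synthesis and degradation it was 0.436 by Pearson, 0.195 with 20 min libraries alone, and between 0.0106 and 0.467 with 1 library left out. For processing and degradation it was 0.162 by Pearson, 0.183 at 20 min, 0.144 at 60 min, and between 0.0616 and 0.318 with 1 library left out. With 1 library left out, the labelling times of the genotypes no longer match, so the difference between times enters the changes of each rate. That difference correlated between rates at 1.00 in wild type and at 0.898 to 0.996 in the knockout, which adds a shared part by construction. Some values fell all the same, such as 0.0106 against 0.0628 for synthesis and degradation. The cause of the other shifts was not tested.

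The 2 list results became 0 under fry, 0 with an estimated correlation and 0 with the block, and 1 with centring, where zinc finger proteins kept an adjusted p of 0.0188 by limma's camera and immediate-early genes had 0.0610. Under fry, which tests against no change and not against other genes, the direction for zinc finger proteins turned to a rise (adjusted p of 0.855 by limma). The block changed no call other than those given for degradation rate, processing rate and lists.

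The relation of GC3 with the degradation rate change (rho = 0.20) lay between 0.144 and 0.232 with 1 library left out. Recomputed knockout rates turned it to -0.208 with the first solution and -0.219 with the second. For the knockout libraries alone, rho turned to -0.260 and -0.258 at 20 min and to -0.257 and -0.253 at 60 min under these solutions. The correlation of codon stability coefficients between genotypes (-0.0485) was 0.144 without the lowest 25% of synthesis rates, between -0.248 and 0.156 with 1 library left out, and 0.979 and 0.978 with recomputed rates. Depth is unknown for these libraries.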

Other observations

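The test of GC content below was written down before its result was seen, and the other tests in this part were chosen after the results they concern. Degradation rates were higher in the knockout for 1174 of 1321 called genes. With the GC trend removed, 2721 calls were left with labelling time as a block and 1429 without it. The number of calls thus did not rest on differences in GC content between genes. Removing the trend keeps the mean of each library, and so the general shift. It therefore cannot decide whether GC content is a cause of the excess of higher calls. Counting noise in low-abundance transcripts stays open. The interquartile range of the changes was 1.85 log2 units in the 20% of genes with the highest wild-type RNA level. It was 2.02 in the 20% with the lowest, but spread does not bear on direction. The median change was 0.95 in the highest 20% and 0.39 in the lowest, so the rise was not confined to low levels. Level and change both draw on the wild-type degradation rate, so this split cannot decide the cause. A single scale factor between genotypes stays open as the source of the excess of higher calls. The Spearman correlation of degradation rates across genes was 0.261 between genotypes at 20 min, but the 0.731 between the wild-type labelling times is no yardstick for it, since these libraries share their ratios. Centring removes a scale factor and the excess alike.

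Another technical explanation had the values it needs. In both wild-type libraries the ratio of synthesis to degradation rate was the same in 93.4% of genes, as it would be if 1 estimate of total RNA per genotype served both labelling times and levels were taken to be steady. The knockout ratios were the same in 0.271% of genes. A candidate explanation is that the knockout rates were computed as though the knockout were a later time point of the wild type, so that the mass balance of each gene carries the change in RNA level between genotypes as a term. Written as synthesis rate = degradation rate × level + offset, the knockout libraries at 20 and 60 min give the level and the offset of each gene without use of the wild type.

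The solved values were as this hypothesis needs. Over 4386 genes, the solved knockout levels correlated with wild-type levels at rho = 0.986. Knockout levels in simulated rates without the term gave 0.504. The simulation used a noise SD of 0.26 log2 units and counted 3763 genes, so its gene number differs from those of the deposited rates. The offset had the sign of the level difference from wild type in 2046 of 2046 genes whose levels differed by a relative 0.05 (100%), against 33.4% in simulated rates without the term. The median ratio of offset to level difference was 0.957 (interquartile range 0.894 to 1.03), and for the premature RNA 0.997 (0.972 to 1.02), close to the 1 that a gap of 1 time unit would give. With the offset set to the level difference, the levels solved from the 20 and 60 min libraries differed by a median of 0.000649 log2 units over 5069 genes, against 0.0607 in the simulated rates. The deposited ratios of synthesis to degradation rate differed by 0.253 between these libraries.

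Recomputed without the term, 5 genes passed a limma adjusted p of 0.05, against 1122 with the deposited rates. This is what the solved levels and synthesis rates entail, and no separate support for the hypothesis. They were named after their values were seen: Hmgn2, Nxpe4 and Slc31a2 were higher and Champ1 and Tomm20 lower in the knockout. All 5 had the same SE of 0.679 in the fit without the block. With labelling time as a block, Hmgn2, Champ1 and Tomm20 passed. With the offset set to the level difference, 0 genes passed without the block. The changes of Tomm20 (-4.81 against -4.79) and Nxpe4 (3.18 against 3.17) were nearly the same there, so these calls depended on the fit. With the level solved from both times, the median change was 0.07 log2 units, against 0.72 with the deposited rates. The solved RNA levels themselves differed by a median of -0.09 (interquartile range -0.24 to 0.02). The correlation of changes at 20 and 60 min was 0.291 after recomputation and 0.885 before. This fall follows from the recomputation, in which 1 level serves both times, as 1 ratio does in most wild-type genes. The recomputed changes at 20 and 60 min then differ only as the synthesis rate changes do. The synthesis rate changes at these times correlated at rho = 0.203 over 5794 genes. The codon stability coefficients of the recomputed knockout rates followed those of wild type at rho = 0.979 with a slope of 1.27, which likewise follows from the levels. This is a hypothesis found and tested on the same data. It concerns how the rates were derived, and which of the changes in RNA level are effects of the genotype stays open, since the levels rest on 1 estimate per genotype.

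For Fmr1 the same balance, with the offset set to the level difference, was solved library by library. Its total RNA level was 10.5 in wild type at both times, and in the knockout 3.50 at 20 min and 3.50 at 60 min, a log2 change of -1.58, although the 20 min library lists no processing rate and the 60 min library does. Its recomputed degradation rate was 0.589 at 20 min and 0.487 at 60 min, a rise of 2.93 and 2.86 log2 units in place of the deposited 5.06 and 5.31. The recomputed rise was not tested. The level behind it rests on 1 estimate per genotype, and the wild-type level enters its solution.

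The values of a few sex-linked genes were looked up after the results were seen. Xist had degradation rates of 0.126 and 0.0663 in the wild-type libraries and none in the knockout libraries. Uty had 0.0542 and 0.0677 in wild type and none in the knockout. The Y-linked genes Ddx3y, Kdm5d and Eif2s3y had rates in all 4 libraries, with synthesis rates of Ddx3y of 0.166 and 0.457 in wild type and 0.443 and 0.464 in the knockout.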
